A study of Mus musculus with 16 samples.

How the data were processed

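Gene expression was measured by sequencing total RNA from whole mouse kidneys. The animals carried Pax8-rtTA, TRE-Cre and floxed Hes1 alleles, so that doxycycline switches on Cre recombinase in kidney tubule epithelium and deletes Hes1 there. These animals are called Hes1 cKO (conditional knockout) below and were compared with wild type littermates, called control. Per the labels, doxycycline at 1 mg/mL in drinking water with 5% sucrose was given for 1 week from 3 weeks of age, and libraries were read as 150 bp pairs on an Illumina NovaSeq instrument. The sample titles name 7 Hes1 cKO kidneys (3 male, 4 female) and 9 control kidneys (6 male, 3 female), while the series text gives the group sizes the other way round; the titles were followed.

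The authors deposited 2 tables of counts, named as batches, with whole-number read counts per gene and no normalization. The aligner, the counting program, its strand setting, the genome build and the annotation are not given in the sources used here. In the first table, 3 columns are named as mutant and 4 as wild type, and these 7 libraries were used. Their names do not say which of the titled samples each one is, so they carry no replicate number and no sex of their own, and the numbers used below (Hes1 cKO 1 to 3, control 1 to 4) only name columns. The 9 columns of the other table are named by codes that show no genotype and match no single sample, so these 9 columns of per-sample values were not used in any step. For this reason the planned sex and batch terms, the tests within a sex or batch, the interactions of genotype with sex and with batch, the comparison of males with females and the agreement between batches are not analysed here.

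The table used held 28971 genes, each with a count in at least 1 library, and no row lacked a gene identifier. A symbol was missing for 4690 genes, which took 0.364% to 0.508% of the counts of a library. Symbols were taken by Ensembl identifier, of which 88 were absent from GENCODE release M21 (99.7% were found). No coordinates are given because the build of the counts is not named. The deleted part of Hes1 is not given in the sources used here, and the count of the gene can include exons that remain after recombination.

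Total counts ranged from 16973931 to 20420422 per library, and the 10 most counted genes took 8.46% to 10.2% of them. Within the groups, pairs of libraries differed far beyond sampling noise (chi-square per degree of freedom over tested genes 11.9 to 41.1), so none was treated as a repeat of another.

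Genes were kept by filterByExpr of edgeR (version 4.0.16, R 4.3.3; minimum count 10), which left 15615. Libraries were scaled by TMM, and Hes1 cKO was compared with control by edgeR's quasi-likelihood test with its default settings and no covariate. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene is called when its adjusted p is under 0.05. Standard errors of log2 fold changes were derived from the F statistic. Values per library are read counts scaled to the TMM library size (CPM), given as mean ± SD. For single genes and for scores, an exact two-sided permutation test ran over all 35 splits of the 7 libraries into 3 and 4, on log2(CPM + 1). Its smallest possible p is 0.0286. For a gene with no count in 1 group, a lower bound of the fold was computed against a floor of 3 counts over that group, which covers counting error only. Reads carry no molecular identifiers, so counting error is the least error they can have.

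The design and 13 gene lists (132 genes, of which 129 were tested) were written before the data were examined, from general knowledge of kidney cell types and of the pathways the series title names. The lists cover principal cells, intercalated cells, the Notch pathway without Hes1, components of the mTORC1 pathway, transcripts that respond to mTORC1, proximal tubule, thick ascending limb, distal convoluted tubule, podocytes, endothelium, stroma, immune cells and tubular injury. Lists were tested by camera in limma (version 3.58.1) on voom log2 CPM with its preset inter-gene correlation of 0.01, and again by fry and by camera with an estimated correlation, with adjustment over the 13 lists. Calls of members are also given adjusted over the list alone; calls of single podocyte genes, and the DESeq2 calls within the 8 lists of other cell types and injury, are not reported here. A list score is the mean of log2(CPM + 1) over the tested members in a library. Of the intercalated cell list, 4 markers of type B and 5 of type A cells were scored apart, and a list of 14 adrenal genes was added; both were written after values had been seen.

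The genes named are Hes1, each called member of the principal cell, intercalated cell, Notch and mTORC1 lists, then Irs1, Aqp2, Foxi1 and Atp6v1b1 whatever their p, then the 5 genes higher and the 5 lower with the largest log2 fold change among called genes with a mean CPM of at least 1, and Xist, Ddx3y, Kdm5d, Eif2s3y and Uty. The rule's further condition, the same sign in each batch, could not be applied, because 1 table was used. Lower genes numbered 3 under this rule.

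The tests were run on simulated counts with the means, dispersions and library sizes of the 7 libraries, with 218 of 15615 genes changed by 1 on the log2 scale. In this simulation of Hes1 cKO against control, edgeR recovered 66.1% of the changed genes with 5.88% false calls, DESeq2 recovered 74.8% with 16.8% false calls, and limma-voom recovered 64.7% with 6% false calls. The camera test called 1 of the 12 lists that had not been changed as lists. Genes were simulated independently of each other, so this does not show how often camera makes false calls where genes of a list are correlated.

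Alternatives fixed before the data were examined were DESeq2 size factors in the same fit, the DESeq2 Wald test (version 1.42.0), limma-voom, no low-count filter, a mean CPM of at least 1, scaling by total counts without the 10 most counted genes, Y genes and Xist, and leaving out each library in turn. Alternatives added after seeing the data were the log2 CPM of Xist as a numeric covariate, the mean log2 CPM of the 14 adrenal genes as a numeric covariate, removal of each library's trend over GC content and gene length (splines with 5 degrees of freedom, GENCODE M21 gene models, 99.9% of tested genes), counts thinned to the smallest library, and edgeR's bias-adjusted deviances.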

Results

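The series asked how loss of Hes1, a transcription factor downstream of Notch receptors, alters the cell type composition of the collecting duct of the kidney, and named the mTORC1 pathway as a link. The collecting duct holds principal cells, which take up water and sodium, and intercalated cells, which move acid and base. Whole-kidney RNA from 3 Hes1 cKO and 4 control libraries was compared. Total counts were 18461389, 20420422 and 16973931 in Hes1 cKO 1, 2 and 3, and 17852513, 19181263, 18236950 and 18026711 in control 1, 2, 3 and 4. Pairs of libraries of a group had correlations of log2 CPM of 0.968 to 0.986 across genes, which are not independent replicates.

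Hes1 (ENSMUSG00000022528) was examined first, because it checks the group names. Its level was 19.8, 17.2 and 17.5 CPM in Hes1 cKO 1, 2 and 3, and 42.8, 51.0, 67.6 and 60.9 CPM in control 1, 2, 3 and 4. The mean was 18.1 ± 1.43 CPM (SD, n = 3) against 55.6 ± 10.9 CPM (SD, n = 4), a log2 fold change of -1.61 (SE 0.16). The adjusted p was 0.00357 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The groups did not overlap: the lowest control library lay 2.16-fold above the highest Hes1 cKO library, and the exact permutation test gave p = 0.0286, the smallest that 35 splits allow. The counts do not separate cells without Cre activity from exons outside the deleted part. The alternative that moved the value most was leaving out control 3, with a log2 fold change of -1.51.

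Xist and the Y genes Ddx3y, Kdm5d, Eif2s3y and Uty, which mark the sex of an animal, were read in each library. Xist was at 342 CPM in Hes1 cKO 3 and at 333 and 367 CPM in control 3 and control 4, and at no more than 0.371 CPM in the other 4 libraries. In those 4 libraries Ddx3y had 661 to 1249 counts, against at most 1 in the 3 libraries with high Xist. No sex was assigned to a library.

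Across all genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 53 of 15615 genes, 50 higher and 3 lower in Hes1 cKO. At an unadjusted p under 0.05 there were 929. The median log2 fold change of all tested genes was -0.0064. DESeq2's Wald test moved the count most, to 130 calls (96 higher, 34 lower), among them all 53. Leaving out Hes1 cKO 1 left 27 calls and leaving out Hes1 cKO 2 left 25. Of the 53 genes, 51 had counts in both groups, and the rises among them spanned log2 fold changes from 0.47 to 2.93.

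**Figure D1:**
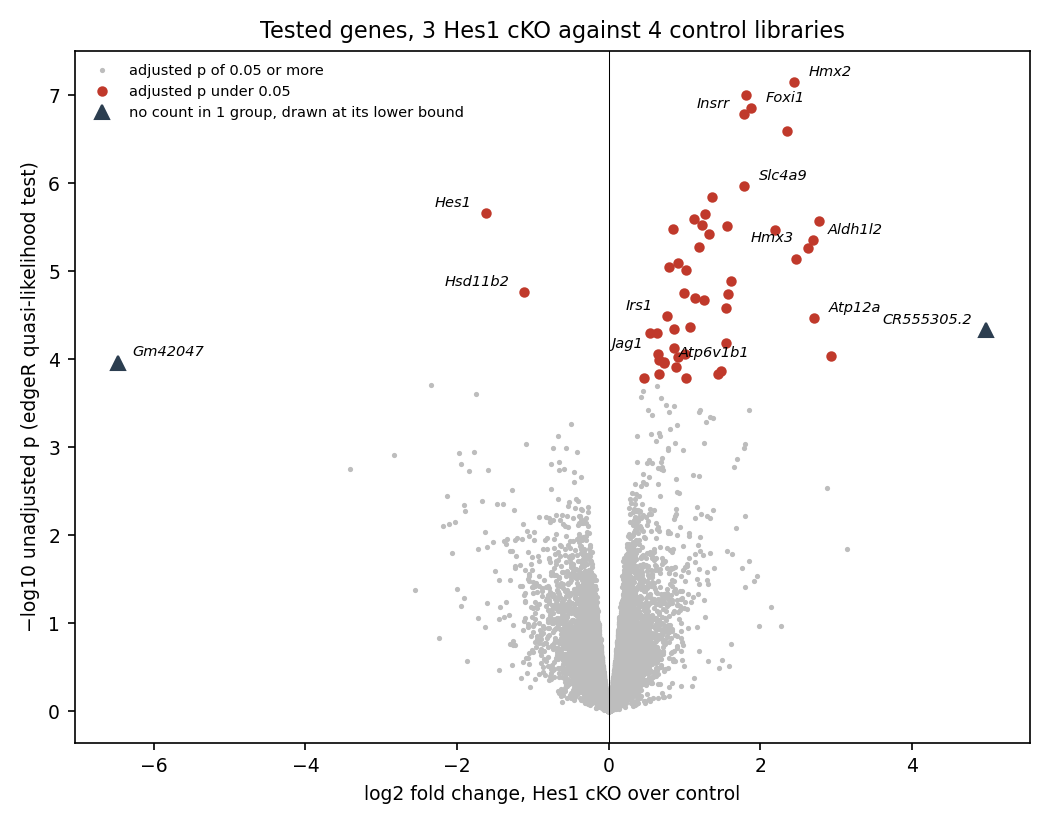
Each point is 1 of the 15615 tested genes, with its log2 fold change (Hes1 cKO over control, 3 against 4 libraries) on the x axis and the negative log10 of its unadjusted edgeR p on the y axis. Red points are called genes with counts in both groups, and triangles are the called genes with no count in 1 group, drawn at the lower bound of their change; calls lie mostly on the right (50 of 53).

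The question of collecting duct composition was addressed with the lists of intercalated and principal cell genes. Of 18 intercalated cell genes, 17 were higher in Hes1 cKO, with a median log2 fold change of 0.95. The list passed camera (adjusted p 5.2e-38), fry (0.00256) and camera with an estimated correlation (0.0353). Among its genes, 10 were called over all genes and 15 when adjusted over the list alone. The list score was 6.39 ± 0.019 (SD, n = 3) in Hes1 cKO and 5.40 ± 0.190 (SD, n = 4) in control, an exact permutation p of 0.0286, the smallest the design allows.

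The transcription factors Hmx2 (ENSMUSG00000050100) and Foxi1 (ENSMUSG00000047861) were among the genes with the smallest adjusted p. Hmx2 was at 78.4 ± 16.99 CPM (SD, n = 3) against 14.4 ± 1.88 CPM (SD, n = 4), a log2 fold change of 2.44 (SE 0.16, edgeR adjusted p 6.3e-04). Foxi1 was at 120 ± 12.9 CPM against 32.7 ± 5.53 CPM, a log2 fold change of 1.87 (SE 0.13, edgeR adjusted p 6.3e-04). The receptor gene Insrr (log2 fold change 1.79), the transporter genes Slc4a9 (1.78) and Slc26a4 (1.57) and the receptor gene Kit (1.08) were also called. Slc26a4 rose from 68.4 ± 19.6 CPM (SD, n = 4) to 204 ± 17.6 CPM (SD, n = 3), with an edgeR adjusted p of 0.0104. Of the proton pump subunits in the list, Atp6v1c2 rose by 1.36, Atp6v0d2 by 1.25, Atp6v1g3 by 1.02 and Atp6v1b1 by 0.73 on the log2 scale. The most abundant of them, Atp6v0a4, named after its value was seen, was not called, at 476 ± 56.9 CPM (SD, n = 3) against 422 ± 26.7 CPM (SD, n = 4), a log2 fold change of 0.17 (SE 0.10, edgeR adjusted p 0.934, and 0.129 when adjusted over the list alone). Atp6v1b1 had the largest adjusted p of the called subunits (edgeR, 0.0369) and was not called when any single library was left out except control 1, with edgeR adjusted p-values of up to 0.209 (without Hes1 cKO 2). For Slc26a4 the call was lost without Hes1 cKO 2 (edgeR adjusted p 0.0693). Atp6v0d2 lost it without Hes1 cKO 1 (edgeR adjusted p 0.0533) or Hes1 cKO 2 (0.0787), and Kit without Hes1 cKO 1 (0.0986), Hes1 cKO 2 (0.134) or Hes1 cKO 3 (0.0562).

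Of 10 tested principal cell genes, 9 were lower in Hes1 cKO, with a median log2 fold change of -0.43 and a camera adjusted p of 2.1e-08. The list did not pass fry (adjusted p 0.104) or camera with an estimated correlation (0.168). Of its genes, 1 was called over all genes and 5 when adjusted over the list alone. The list scores were 5.84 ± 0.298 (SD, n = 3) and 6.34 ± 0.237 (SD, n = 4), with an exact permutation p of 0.0857. The called gene was Hsd11b2 (ENSMUSG00000031891), at 106 ± 11.9 CPM (SD, n = 3) against 230.0 ± 37.6 CPM (SD, n = 4). Its log2 fold change was -1.12 (SE 0.14, edgeR adjusted p 0.0104), and the call was lost without Hes1 cKO 1 (0.0583) or Hes1 cKO 2 (0.0757). The water channel gene Aqp2 was at 541 ± 175 CPM (SD, n = 3) against 929.7 ± 184 CPM (SD, n = 4), a log2 fold change of -0.78 (SE 0.22). It was not called over all genes (edgeR adjusted p 0.512), but was called when adjusted over the list alone (0.0127). Its ranges overlapped only between Hes1 cKO 3 (737 CPM, high Xist) and control 2 (682 CPM, low Xist). With Xist as a covariate its edgeR adjusted p over all genes was 0.0892, again not called. DESeq2's Wald test (adjusted p 0.0171) and edgeR without the low-count filter (0.0356) called it. The unfiltered fit lowered other adjusted p-values too, as for Hmx2 (edgeR, 5.7e-10 in place of 6.3e-04). Aqp2 was not called when any single library was left out (edgeR adjusted p up to 0.9997, without Hes1 cKO 2). Its exact permutation p was 0.0857. The intercalated minus the principal cell score was 0.55 ± 0.306 (SD, n = 3) in Hes1 cKO and -0.94 ± 0.173 (SD, n = 4) in control, with an exact permutation p of 0.0286.

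**Figure D2:**
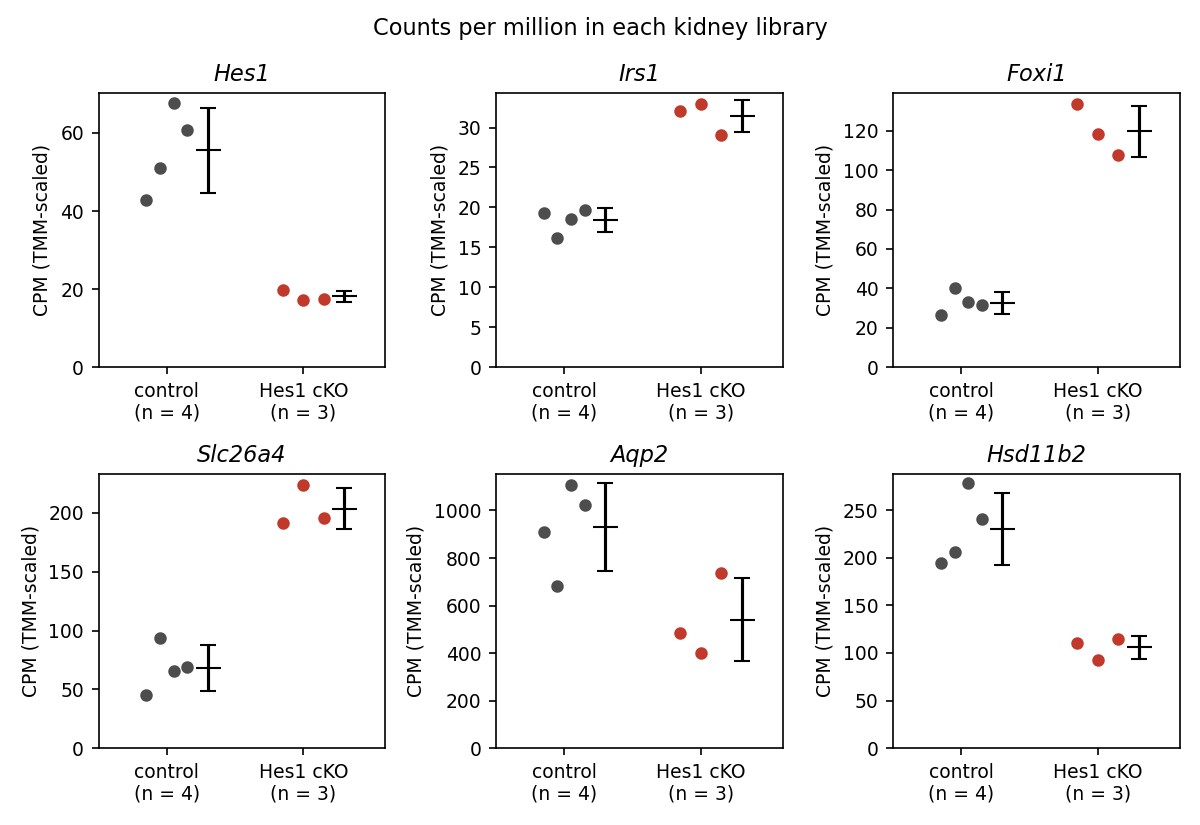
CPM (TMM-scaled, linear axis from 0) of Hes1, Irs1, Foxi1, Slc26a4, Aqp2 and Hsd11b2, with 1 point per library for 4 control and 3 Hes1 cKO libraries; the line and bars beside the points are the mean ± SD. The groups overlap for Aqp2 alone among these 6 genes, with Hes1 at 17.2 to 19.8 CPM in Hes1 cKO and 42.8 to 67.6 CPM in control.

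The Notch pathway was examined without Hes1 itself. Of 15 tested genes, 13 were higher in Hes1 cKO, with a median log2 fold change of 0.30 and a camera adjusted p of 1.3e-06. The list did not pass fry (adjusted p 0.0905) or camera with an estimated correlation (0.167). The ligand genes Dll1 and Jag1 were called, both over all genes and when adjusted over the list alone. Dll1 (ENSMUSG00000014773) rose from 11.3 ± 1.16 CPM (SD, n = 4) to 26.4 ± 3.13 CPM (SD, n = 3), a log2 fold change of 1.22 (SE 0.12, edgeR adjusted p 0.00357). Jag1 (ENSMUSG00000027276) rose from 59.3 ± 5.06 CPM to 92.7 ± 9.31 CPM, a log2 fold change of 0.64 (SE 0.10, edgeR adjusted p 0.0332). Its call was lost when any single library was left out except Hes1 cKO 3, with edgeR adjusted p-values of up to 0.201 (without Hes1 cKO 2). Whether Dll1 and Jag1 rose within cells or through a changed share of cells was not tested.

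The mTORC1 pathway was examined through its components and through transcripts that respond to it. Of 22 components, 17 were higher, but by little: the median log2 fold change was 0.074. The list mixes genes that promote mTORC1 with genes that restrain it, such as Tsc1, Tsc2 and Deptor. Its direction is therefore no measure of pathway activity. The list passed camera (adjusted p 0.0165) and fry (0.00653), and did not pass camera with an estimated correlation (0.167), with the GC and length correction (0.187) or without Hes1 cKO 3 (0.0707). Irs1 (ENSMUSG00000055980), the insulin receptor substrate gene, was the 1 component called, over all genes and when adjusted over the list alone. It was at 31.4 ± 2.01 CPM (SD, n = 3) against 18.4 ± 1.56 CPM (SD, n = 4), a log2 fold change of 0.77 (SE 0.10, edgeR adjusted p 0.0164). The call was lost without Hes1 cKO 1 (0.0984), Hes1 cKO 2 (0.113) or control 3 (0.0517). The 19 tested transcripts that respond to mTORC1 did not differ (camera adjusted p 0.860, fry 0.998). Their median log2 fold change was -0.022 and their mean 0.037, and none was called by edgeR over all genes or when adjusted over the list alone, with 1 at an unadjusted p under 0.05. DESeq2 and limma-voom also called 0 of them.

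**Figure D3:**
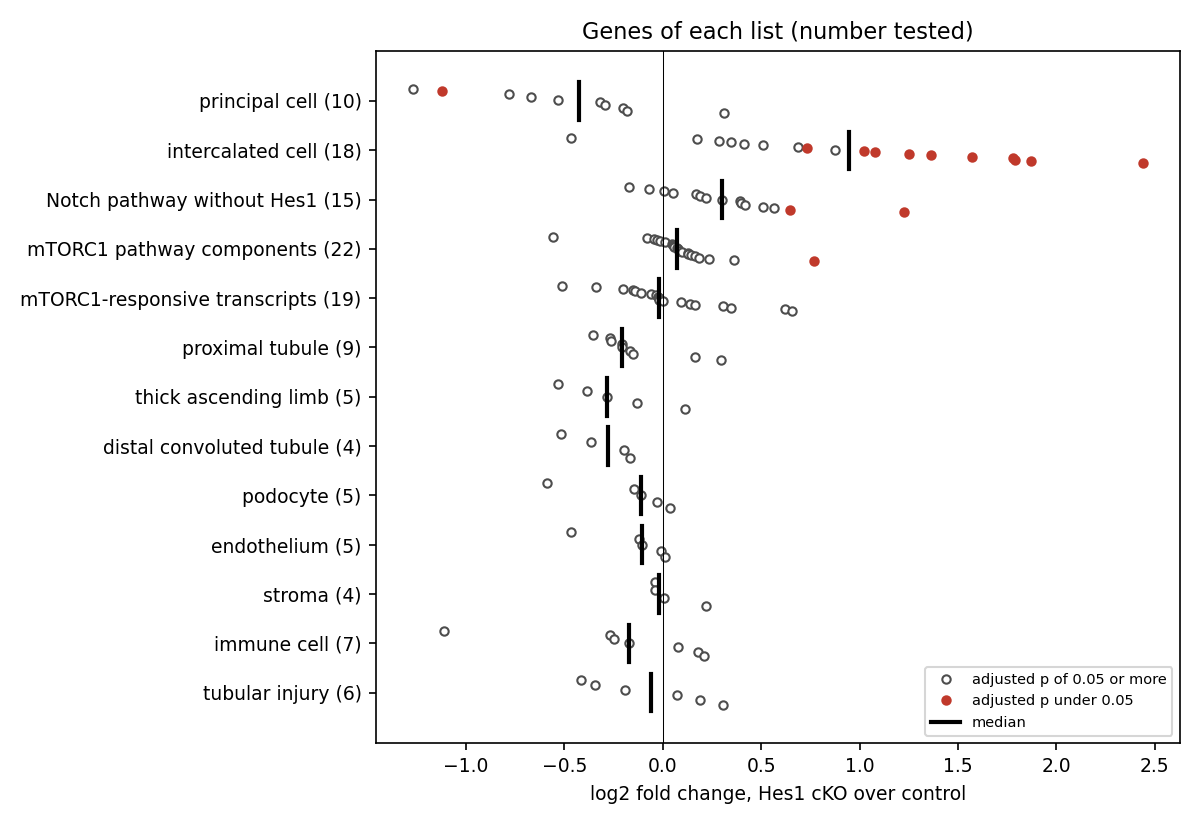
Log2 fold change (Hes1 cKO over control) of each tested gene in the 13 lists, with the number tested beside the list's name, filled points for called genes and a bar at the list's median. Intercalated cell genes lie to the right (median 0.95) and principal cell genes to the left (median -0.43), while transcripts that respond to mTORC1 lie around 0 (median -0.022).

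Lists of other kidney cell types served as a comparison. Proximal tubule (median log2 fold change -0.21, adjusted p 0.0358), thick ascending limb (-0.28, 0.00337), distal convoluted tubule (-0.28, 0.0347) and podocytes (-0.11, 0.0358) passed camera, all lower in Hes1 cKO, and none of the 4 passed fry or camera with an estimated correlation. Endothelium (-0.10, camera adjusted p 0.0516), stroma (-0.02, 0.795), immune cells (-0.17, 0.312) and tubular injury (-0.06, 0.761) did not pass, and the mean of the stroma list had the other sign (0.04). In these 8 lists, with 45 tested genes, edgeR and limma-voom called 0 over all genes. When adjusted over the list alone, and podocytes apart, there were 3 calls in the thick ascending limb list and 1 in the endothelium list. By unadjusted p under 0.05, podocytes again apart, 1 proximal tubule, 3 thick ascending limb, 1 endothelium and 1 immune cell gene passed.

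The called genes that rose most, at a mean CPM of at least 1, were Gm47790, Gm47795, Atp12a, Aldh1l2 and Hmx3. Gm47795 (ENSMUSG00000111014) was at 7.88 ± 0.195 CPM (SD, n = 3) against 1.15 ± 0.444 CPM (SD, n = 4), a log2 fold change of 2.77 (SE 0.28, edgeR adjusted p 0.00357). Its neighbour Gm47790 reached 2.55 ± 0.677 CPM against 0.324 ± 0.225 CPM, a log2 fold change of 2.93 (SE 0.45, edgeR adjusted p 0.0339). As the strand setting of the counting is not given, counts of these unnamed transcripts can include reads of overlapping genes. Atp12a, a proton pump gene, had a log2 fold change of 2.71 (SE 0.37, edgeR adjusted p 0.0167), Aldh1l2 one of 2.70 (SE 0.29, 0.0041) and Hmx3, the neighbour of Hmx2, one of 2.63 (SE 0.29, 0.00447). Of the fits that left out a library, Gm47790 kept its call only in the one without control 2, with edgeR adjusted p-values of up to 0.170 in the others (without Hes1 cKO 1). Atp12a lost its call without Hes1 cKO 1 (edgeR adjusted p 0.0893), Hes1 cKO 2 (0.108) or control 4 (0.0677).

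Besides Hes1 and Hsd11b2, the 1 other lower gene called was Gm42047 (ENSMUSG00000110631). It had no count in any Hes1 cKO library and was at 4.74 ± 3.34 CPM (SD, n = 4) in control, where it ranged from 1.69 to 9.49 CPM. Against a floor of 3 counts over the Hes1 cKO group it was at least 88.8-fold lower (edgeR adjusted p 0.0369). With the same scaling, this bound ranged from 56.8-fold (without Hes1 cKO 2) to 108-fold (without control 2) when a library was left out, and was 59.2-fold without control 3, the control with the most counts of this gene. The call was lost without Hes1 cKO 1 (0.130), Hes1 cKO 2 (0.145), Hes1 cKO 3 (0.0914), control 1 (0.0795) or control 4 (0.0938). With all 7 libraries it was lost with bias-adjusted deviances (edgeR adjusted p 0.125), the GC and length correction (0.0541) and the adrenal covariate (0.0523).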

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

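A count of the other intercalated cell genes in control 1 was made only after the result it bears on had been seen; the tests of GC content, gene length and library size in this part were set out before their results were seen. With 28 groups of 4 control libraries tested, chance alone puts a library this far from the others in about 1 in 20 groups, and 3 were found. The Hes1 cKO group has 3 libraries and was not tested in this way.

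Atp6v1b1 stood apart in control 1. It was at 108 CPM there and at 146, 147 and 147 CPM in control 2, 3 and 4, so that the gap below the others took 0.959 of the whole range, above Dixon's limit for 4 samples. Atp6v1g3 was also lowest in control 1, at 39.9 CPM against 55.2, 56.9 and 54.0 CPM, with a ratio of 0.832. Unequal depth is argued against for Atp6v1b1: after every library was thinned to the smallest total its ratio was 0.934. For Atp6v1g3 the ratio after thinning was 0.8296, so close to the limit that the test decides little. After removal of trends over GC content and gene length the ratios were 0.824 (Atp6v1b1) and 0.362 (Atp6v1g3), under the limit, so such a trend stays open. For Atp6v1b1 the ratio fell just short of the limit. A lower share of intercalated cells in control 1 also stays open: 10 of the 16 other tested genes of that list were lowest in control 1 among the 4 controls, where 4 would be met by chance. Against the mean of the other controls, the control 1 score lay at -0.37 for intercalated and -0.23 for principal cells. A lower share of collecting duct as a whole thus stays open too, although control 2 lay lower for principal cells (-0.30). Several of these may contribute. Control 1 is low in genes that are high in Hes1 cKO, so a mutant library under a control name is argued against, as is the Hes1 level of 42.8 CPM, above the highest Hes1 cKO library (ratio of lowest control to highest Hes1 cKO 2.16). Without control 1 the median log2 fold change of the intercalated cell list was 0.82 in place of 0.95.

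Dll1 stood apart in control 2, at 9.58 CPM against 11.8, 11.8 and 12.1 CPM in control 1, 3 and 4, a ratio of 0.893. After thinning the ratio was 0.857, which argues against depth. After the GC and length correction it was 0.465, so a trend over GC content or length may account for it. The gap is small beside the difference between the groups, as the lowest Hes1 cKO library was at 23.1 CPM. No biological explanation was tested for this gene, since nothing in the labels separates control 2 from the other controls.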

How the results depend on the processing

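The Xist covariate, the adrenal covariate, the GC and length correction, the thinned counts, the bias-adjusted deviances and, for the gene lists, the 2 other scalings and the fit without a low-count filter were chosen after seeing the data; the other alternatives were fixed before. Hes1 stayed lower and called in all 18 alternatives, with log2 fold changes from -1.72 (without control 1) to -1.51 (without control 3).

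The count of called genes was 53 and moved by more than 1.5 times in 4 alternatives. DESeq2's Wald test called 130 (96 higher, 34 lower, 53 of them shared, 310 genes without an adjusted p), and in the simulation this test made more false calls (16.8%) than edgeR (5.88%). Without a low-count filter edgeR called 102 (78 higher, 24 lower, 53 shared). Leaving out 1 library gave 25 (without Hes1 cKO 2) to 47 (without control 2), and 27 without Hes1 cKO 1; fewer libraries leave less power. The other settings gave 43 to 66 calls: DESeq2 size factors 53, limma-voom 51, a mean CPM of at least 1 51, scaling by total counts 43, the Xist covariate 66, the adrenal covariate 44, the GC and length correction 49 (44 shared), thinned counts 51 and bias-adjusted deviances 51. The median log2 fold change of all genes stayed within 0.1 of 0 in every setting.

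Of 378 values of the 21 other named genes under alternatives, 331 kept their direction and side of the threshold, 45 kept their direction and lost the call, 2 gained it (Aqp2, by DESeq2's Wald test and without a low-count filter), and none reversed. Leaving out a library accounted for 37 of the 45; the other 8 were Gm42047 with the adrenal covariate, the GC and length correction and bias-adjusted deviances, Gm47790 with the adrenal covariate and thinned counts, Atp6v1b1 with the GC and length correction and scaling by total counts, and Jag1 with scaling by total counts. The 10 genes that kept their call in all alternatives were Hmx2, Hmx3, Foxi1, Insrr, Slc4a9, Atp6v1c2, Atp6v1g3, Dll1, Gm47795 and Aldh1l2.

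Of 221 values of the 13 gene lists, 190 stayed on their side of the threshold. The intercalated cell list passed in all 17 alternatives run for lists, with medians from 0.82 to 0.98 when a library was left out. Under fry, the principal cell (-0.43), Notch (0.30), proximal tubule (-0.21), thick ascending limb (-0.28), distal convoluted tubule (-0.28) and podocyte (-0.11) lists no longer passed. Under camera with an estimated correlation the same 6 lists and the mTORC1 components (0.074) no longer passed; both tests allow for correlation among a list's genes, which leaves the medians as they are. The GC and length correction moved the mTORC1 components to 0.024, no longer past the threshold, and the Notch list to 0.16, still past it; the cause was not tested. Endothelium came to pass with the Xist covariate (-0.13), the GC and length correction (-0.10) and thinned counts (-0.10), and without Hes1 cKO 1 (-0.18, camera adjusted p 0.00441) or control 2 (-0.12, 0.0379); the cause was not tested. When a library was left out, medians ranged from -0.64 to -0.32 for principal cells, 0.21 to 0.42 for Notch, 0.061 to 0.097 for mTORC1 components (not passing without Hes1 cKO 3), -0.080 to 0.11 for transcripts that respond to mTORC1, -0.28 to -0.14 for proximal tubule (not passing without Hes1 cKO 1, control 1 or control 4; camera adjusted p up to 0.448), -0.36 to -0.21 for thick ascending limb, -0.36 to -0.14 for distal convoluted tubule (not passing without Hes1 cKO 2 or control 1; up to 0.152), -0.15 to -0.054 for podocytes (not passing without Hes1 cKO 2, Hes1 cKO 3, control 1 or control 3; up to 0.237), -0.18 to -0.024 for endothelium, -0.45 to 0.23 for stroma, -0.36 to -0.011 for immune cells and -0.28 to 0.082 for tubular injury. Stroma and immune cells passed only without Hes1 cKO 1, at the low ends of their ranges.

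No paired analysis was possible because the columns carry no replicate number. The planned fits with and without sex and batch terms, those within 1 sex or batch, and all alternatives of the interactions, of males against females and of the agreement between batches were not run, because the columns used name no sex and come from 1 table. With 3 and 4 libraries, a permutation p cannot go below 0.0286, and at these depths Gm47790 had at most 12 counts in a control library.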

Other observations

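The tests of a mislabelled library, of unequal collecting duct content, of type B against type A markers, of adrenal genes and of genes without a count in 1 group were chosen only after the results they bear on had been seen, and so were the fits with the Xist and adrenal covariates and the GC, length and thinning checks as settings; what the covariate and correction fits would show under each explanation was written down before they were run.

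Adrenal genes were counted in some of the kidney libraries. In a list of 9 adrenal cortex genes (Cyp11a1, Cyp11b1, Cyp11b2, Cyp21a1, Hsd3b1, Star, Mc2r, Nr5a1, Akr1b7) and 5 adrenal medulla genes (Th, Dbh, Pnmt, Chga, Chgb), all 14 had the same order of their 3 highest libraries, Hes1 cKO 3, control 1 and control 2. The cortex genes summed to 1120 CPM in Hes1 cKO 3, 825 CPM in control 1, 216 CPM in control 2 and 55.5 CPM in Hes1 cKO 1, and to 3.66, 6.31 and 6.39 CPM in Hes1 cKO 2, control 3 and control 4. The medulla genes summed to 225, 189 and 48.5 CPM in the first 3 of these and to at most 1.64 CPM in the other 4. The most abundant single gene, Star, was at 331, 285 and 73.4 CPM in Hes1 cKO 3, control 1 and control 2. The kidney itself shows little of the list: in Hes1 cKO 2, 1 of the 14 genes reached 1 CPM. A candidate explanation is adrenal tissue left on some kidneys at dissection, since cortex and medulla genes of unrelated function went together in 14 of 14 cases; RNA carried over from an adrenal library would look alike and was not tested. The list took at most 0.135% of a library's counts. It divides both groups, and edgeR, DESeq2 and limma-voom each called 0 of its 14 genes between Hes1 cKO and control, with 0 at an unadjusted edgeR p under 0.05. With the mean log2 CPM of the list as a covariate, 44 of the 53 called genes were still called, which argues against adrenal RNA as the source of most calls.

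The 53 calls were set against other causes. Among all 35 splits of the 7 libraries into 3 and 4, 2 gave as many calls, the real one included, so chance cannot be excluded on this count alone. The other split, with 171 calls, set Hes1 cKO 3, control 3 and control 4, the libraries with high Xist, against the rest. With Xist as a covariate, all 53 genes were called again among 66, which argues against the sex of the animals. The split by high Xist cannot be tested beside this covariate and was left out of the count after its result was seen. Of the other 34 splits only 1, the real one, gave as many calls, so with this term chance is argued against. A trend over GC content or gene length is argued against as the main source (44 of 53 still called), as are unequal library sizes (51 after thinning) and a few abundant genes (43 with total-count scaling without them). A mislabelled library is argued against by Hes1 itself, with a ratio of 2.16 between the lowest control and the highest Hes1 cKO library. Alleles carried along with floxed Hes1 are argued against as a main source: 0 of the 50 tested genes nearest to Hes1 in GENCODE M21 were called by edgeR or limma-voom and 1 by DESeq2 (4632428C04Rik, named after its value was seen), and 5 had an unadjusted p under 0.05, a number reached by 18.1% of windows of that size. Alleles linked to the transgenes were not tested.

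Intercalated cell genes rose while principal cell genes fell. The medians of the 2 lists lay 1.37 apart on the log2 scale, which argues against an unequal share of collecting duct in the libraries, as this would move both lists the same way. Only 1 of the 35 splits, the real one, gave a difference of list scores as large, and the intercalated cell list had an adjusted p of 3.1e-39 by camera with the Xist covariate. Without that covariate, the adjusted p was at most 3.9e-28 when a library was left out and 0.0353 with an estimated correlation. These values are consistent with a shift from principal towards intercalated cells after loss of Hes1, as a hypothesis. A change of transcription within cells of fixed number would give the same counts and was not tested. The fall of principal cell genes did not pass fry (adjusted p 0.104), and their score had an exact permutation p of 0.0857. Their median was -0.43, but other tubule lists also fell: thick ascending limb (-0.28), distal convoluted tubule (-0.28) and proximal tubule (-0.21). These falls passed camera and not fry, as for principal cells, so a fall of this kind was not confined to principal cell genes.

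Within the intercalated cells, markers of type B cells (Slc26a4, Slc4a9, Insrr, Hmx2) rose more than those of type A cells (Slc4a1, Aqp6, Kit, Dmrt2, Adgrf5). The mean log2(CPM + 1) rose by 1.88 for type B and by 0.60 for type A markers. The type B minus type A score was 1.29 ± 0.204 (SD, n = 3) in Hes1 cKO and 0.02 ± 0.327 (SD, n = 4) in control, a difference of 1.28 with an exact permutation p of 0.0286, the smallest the design allows. The markers were chosen after their values had been seen, so this p is no independent test. An unequal rise of the 2 kinds of cell and an equal rise with regulation of single genes cannot be told apart here. Whole-kidney counts also do not show how much of each marker comes from other cells, which would lessen its rise.

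Of the genes with no count in any library of 1 group and at least 5 in each of the other, 2 followed the genotype. Gm42047 was absent from Hes1 cKO, and CR555305.2 (ENSMUSG00000117951), named after its values were seen, had 29, 30 and 15 counts in Hes1 cKO 1, 2 and 3 and none in control. It was at least 31.6-fold higher against a floor of 3 counts over the control group (edgeR adjusted p 0.0206), from a mean of 1.30 CPM in Hes1 cKO; this bound ranged from 23.4-fold to 36.6-fold when a library was left out. Among the 35 splits, 4 held as many such genes, the real one included, so chance cannot be excluded. The other 34 splits held 17 such genes in all, 6 of them in the split of Hes1 cKO 3, control 1 and control 2 (with Th among them) and 5 in the split by high Xist. Allelic differences between the animals that happen to run with genotype could give such a pattern, and an effect of Hes1 cannot be told apart from them here, because in these libraries such an allele would coincide with the groups.

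The series names mTORC1, and the counts were mixed at the transcript level. Of 22 components, 17 were higher, and the list passed camera (adjusted p 0.0165) and fry (0.00653) but not camera with an estimated correlation (0.167), with a median of 0.074. As the list holds genes that promote mTORC1 and genes that restrain it, this direction does not bear on activity. Irs1 rose by 0.77 on the log2 scale, while the other 21 components were not called by edgeR and transcripts that respond to mTORC1 had a median of -0.022. Whether Irs1 rose within cells or through a changed share of cells was not tested. Activity of mTORC1 is set by phosphorylation, which was not measured here, and whole-kidney RNA dilutes any change confined to the collecting duct.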
